A study of Homo sapiens with 17 samples. Its data were reported in "Progesterone receptor isoforms, agonists and antagonists differentially reprogram estrogen signaling" (2017).

How the data were processed

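Poly(A) RNA was sequenced from tumors grown in nude mice from T47D cells, a human luminal breast cancer line that expresses the estrogen receptor (ER) and the progesterone receptor (PR). Gene expression values of 13 treated tumors were used, and each library stood for 1 treatment. Per the study's methods a treatment had a single mouse, and regressing tumors of a mouse were pooled. The libraries of a class were therefore different ligands or drug combinations, and their spread holds ligand, mouse and library differences together. The 2 vehicle libraries and the 2 libraries of tamoxifen without a PR ligand were not used here, so nothing was compared with an untreated tumor.

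The submitters' processing notes name TopHat, Cufflinks, Cuffdiff and the hg19 genome, whereas the study's methods describe alignment with STAR, assembly with Cufflinks, DESeq for differential expression and RPKM values for clustering. Versions, annotation and gene filter were not stated. The deposited values are scores, not the read counts that the table's name announces: each of the 11385 genes had a mean of 0 and a sample standard deviation (SD) of 1 over the 13 libraries, which was checked on every gene. The scale of the expression values before this scaling, log or linear, was not stated. A score of 1 means 1 SD of that gene above its own mean over these tumors, so scores compare libraries within a gene and never genes with each other. Fold changes, total counts, depth per library, counting intervals and detection floors could not be had from such values, and the precision given below is that of the spread between libraries. A simple difference between 6 and 7 libraries cannot exceed 1.93 score units, and a gene that separates the classes perfectly sits near that limit whatever its fold change. Of the gene names 18 had been turned into dates by a spreadsheet program. These genes were tested but not named. Coordinates are those of GRCh37 from GENCODE 44 mapped to that build, which matched 10498 genes (92.2%), and transcript GC content was had for 10490 (92.1%).

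Linear models were fitted to the scores with limma 3.58.1 in R 4.3.3. The class model held 4 group means: 3 libraries with a PR agonist, 3 with an agonist and tamoxifen, 2 with a PR antagonist and 5 with an antagonist and an ER drug, which left 9 residual degrees of freedom. PR agonists were compared with PR antagonists as the mean of the agonist groups minus the mean of the antagonist groups, so a group without an ER drug counted as much as a group with one. The ligand model added the effects of PR ligand and ER drug, with 4 residual degrees of freedom, for the comparisons between compounds. There a drug with a lone library is assumed to vary like the others. Standard errors (SE) come from these fits, and group values are means ± SD. P-values were adjusted over all 11385 genes by the Benjamini-Hochberg method at a threshold of 0.05.

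Most groups and comparisons, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined. Added later was the difference between ER drug effects with agonists and with antagonists. Library correlation, planned on the most variable genes, was run on all genes. The test itself was not fixed beforehand either. A count model had been planned, which scores do not allow, and the linear model replaced it once the unit was known. Each gene's own residual variance was used, because dividing a gene by its SD leaves this test unchanged, while limma's moderated variance borrows from other genes whose variance the scaling has fixed. That choice was made after the counts of both versions had been seen, and counts by the moderated version are given beside those of the main test. As a check free of either variance, every gene was also tested by an exact two-sided permutation of the class labels over the 1716 possible splits. All permutations of class labels treat libraries as exchangeable, although libraries of the same ligand always share a class.

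On simulated data for PR agonists against PR antagonists (11385 genes, 200 of them changed, 10 runs, scaled as the deposited values are), changes of 2, 3 and 4 SD were recovered at 1.4%, 46.9% and 90.4%, and 6.7%, 4.7% and 4.2% of the called genes were false. The moderated version recovered 0% at each size. Of the unchanged genes 4.99% to 5.06% had an unadjusted p under 0.05. For EC313 against CDB4124 the ligand model recovered 0% of genes changed by 4 SD, so a count of 0 between compounds has little weight.

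Gene lists were tested with limma's camera, which asks whether a list moves apart from other genes, at its preset inter-gene correlation of 0.01. Camera with an estimated correlation and fry, which asks whether a list moves on balance in a direction, stood beside it. Fry's version free of direction was read only after the results of the others. P-values were adjusted over the 21 lists of a comparison. In 50 simulated runs with lists of 30 genes camera called 100% of shifted and 4% of unshifted lists. The simulated genes were independent of each other. Estimated correlations within the real lists ran from 0.141 (adipocyte) to 0.875 (erythrocyte), so the 4% does not carry over to them. The lists held progestin targets, estrogen targets, steroid receptors, cell cycle G2/M, DNA replication, sterol synthesis, fatty acid synthesis, interferon response, unfolded protein response, hypoxia, luminal identity, basal keratin and stem markers, cornified envelope, motile cilium, and 6 lists of other cells that a xenograft can hold (skeletal muscle, erythrocyte, fibroblast, endothelium, macrophage and leukocyte, adipocyte). The last list held 100 genes that the study chose on these same tumors, so its result is not independent evidence. The score of a list in a library is the mean score of its members, and list scores of the classes were compared by exact two-sided permutation tests.

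Named genes are the 10 highest and 10 lowest of a class comparison by size of difference among those past the threshold, 3 and 3 for compounds, up to 4 members per direction of each list, or the first 2 measured members where none passed, and genes fixed beforehand, of which not every one is reported. A planned minimum on mean expression could not be applied to scores. Of the called genes 4 carried clone names and were counted but not named. Library correlation was the mean Pearson r between libraries of a class minus that between classes over all genes, with an exact one-sided permutation of the labels.

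Settings fixed beforehand and run were leaving out each library, the CDB4124 libraries, or the bazedoxifene, raloxifene and fulvestrant libraries, an additive fit, the skeletal muscle score as a covariate, other list tests and Spearman correlation. Settings chosen after the data had been seen were the moderated variance, permutation per gene, subtraction of library medians, quantile normalization, removal of each library's trend on GC content, the number series of the xenografts as a covariate, class splits within the number series, library correlation on the study's 100 genes, compound list scores and PGR with each library left out, and leaving out the pair of libraries with the widest and the lowest scores. The libraries carry numbers of unstated meaning that fall into the first series (142 to 150), the second (182 to 190) and the third (239 and 249), which was treated as a possible batch. Settings defined only on counts, such as low-count filters, were not run. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for permutations, tables and plots.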

Results

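T47D xenografts were treated, for 3 weeks by the labels, with ligands of PR, alone or together with drugs against ER. Per the study's methods the T47D tumors grew in ovariectomized female mice that carried an estradiol implant. A PR ligand given alone was therefore given on top of estradiol. The PR agonists were progesterone, medroxyprogesterone acetate (MPA) and the synthetic progestin R5020, each given alone (n = 3) and with tamoxifen (n = 3). The PR antagonist class held CDB4124 and EC313, which the study describes as a selective PR modulator, each given alone (n = 2) and with tamoxifen, and EC313 also with bazedoxifene, raloxifene or fulvestrant (n = 5 with an ER drug). Tamoxifen, bazedoxifene and raloxifene are selective ER modulators, and fulvestrant degrades ER. Drugs were injected at 10 mg/kg/day, 5 times per week, while the mice of the CDB4124 arm, with and without tamoxifen, had 25 mg pellets made to release drug for 90 days. Each treatment has 1 library, and no treatment was replicated. Values are per-gene scores in SD units over the 13 tumors, and sequencing depth is unknown.

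The scores of 1 library spread most widely, R5020 with tamoxifen (SD 1.38), which held the most extreme value of 2918 genes. The lowest mean score was that of CDB4124 with tamoxifen (−0.527), and the highest that of EC313 with tamoxifen (0.300). The libraries also fall into 3 number series of unstated meaning, with 2 agonist and 3 antagonist libraries in the first, 4 and 2 in the second, and only CDB4124 libraries in the third.

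Whether PR agonists and PR antagonists lead to different transcriptomes is the study's main question for these tumors. Classical progestin targets were higher in the agonist tumors. FKBP5 (GRCh37 chromosome 6: 35541362 to 35696360), a co-chaperone of steroid receptors, had scores of 0.975 ± 0.338 (SD, n = 6) with agonists and −0.836 ± 0.375 (SD, n = 7) with antagonists, a model difference of 1.81 (SE 0.225, limma adjusted p = 0.00904). ZBTB16 (chromosome 11: 113929763 to 114127487), a zinc finger transcription factor, differed by 1.76 (SE 0.230, adjusted p = 0.0107), and STAT5A (chromosome 17: 40439565 to 40463961), a transcription factor of cytokine and prolactin signaling, by 1.82 (SE 0.274, adjusted p = 0.0177). The gene with the lowest adjusted p was CXCL13 (chromosome 4: 78432907 to 78532988), a B-cell chemokine, at 1.01 ± 0.342 (SD, n = 6) against −0.866 ± 0.0940 (SD, n = 7), with a difference of 1.89 (SE 0.0756, limma adjusted p = 1.45e-05).

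Of 32 listed progestin targets 27 were measured, 10 were higher past the threshold and 0 lower, and 18 and 0 when adjusted over the list alone. Their median difference was 1.51 (camera adjusted p = 2.8e-09, fry adjusted p = 0.000655, adjusted p = 0.28 with an estimated correlation). The list score was above 0 in 6 of 6 agonist tumors (0.630 ± 0.316) and below 0 in 7 of 7 antagonist tumors (−0.540 ± 0.257), with an exact permutation p of 0.000583, the smallest that 1716 splits can give, and 0.0122 after adjustment over the lists. The study had chosen 5 of the 27 on these tumors, and the other 22 had a median difference of 1.36. Within the number series the median difference was 1.33 in the first and 1.14 in the second, and the third holds antagonists only.

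Across the genome 171 genes were higher and 265 lower with agonists than with antagonists. Next to CXCL13 the largest differences toward agonists were those of S100P (1.92, SE 0.210, limma adjusted p = 0.00717), a calcium-binding protein, CDC42EP3 (1.91), an effector of the GTPase Cdc42, STOM (1.90), a membrane scaffold protein, and MCL1 (1.89), an anti-apoptotic protein. FAM105A, KLF4, TRAF5, OGFRL1 and LRRFIP2 followed with 1.82 to 1.88, among them the Krüppel-like factor KLF4 (chromosome 9: 110247133 to 110252763) at 1.86 (SE 0.257). Toward antagonists the largest difference was that of RTN1 (chromosome 14: 60062694 to 60337494), a reticulon of the endoplasmic reticulum, with −0.974 ± 0.346 (SD, n = 6) against 0.835 ± 0.371 (SD, n = 7), or −1.96 in the model (SE 0.166, limma adjusted p = 0.00491). C16orf59, ATP13A1, TEX264, RHBDD2, IRF2BP2, MMP17, PCNT, PRRT1 and UPK3B followed with −1.92 to −1.85. TEX264 is a receptor for autophagy of the endoplasmic reticulum, PCNT encodes the centrosomal protein pericentrin and MMP17 a membrane-bound matrix metalloproteinase.

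**Figure D1:**
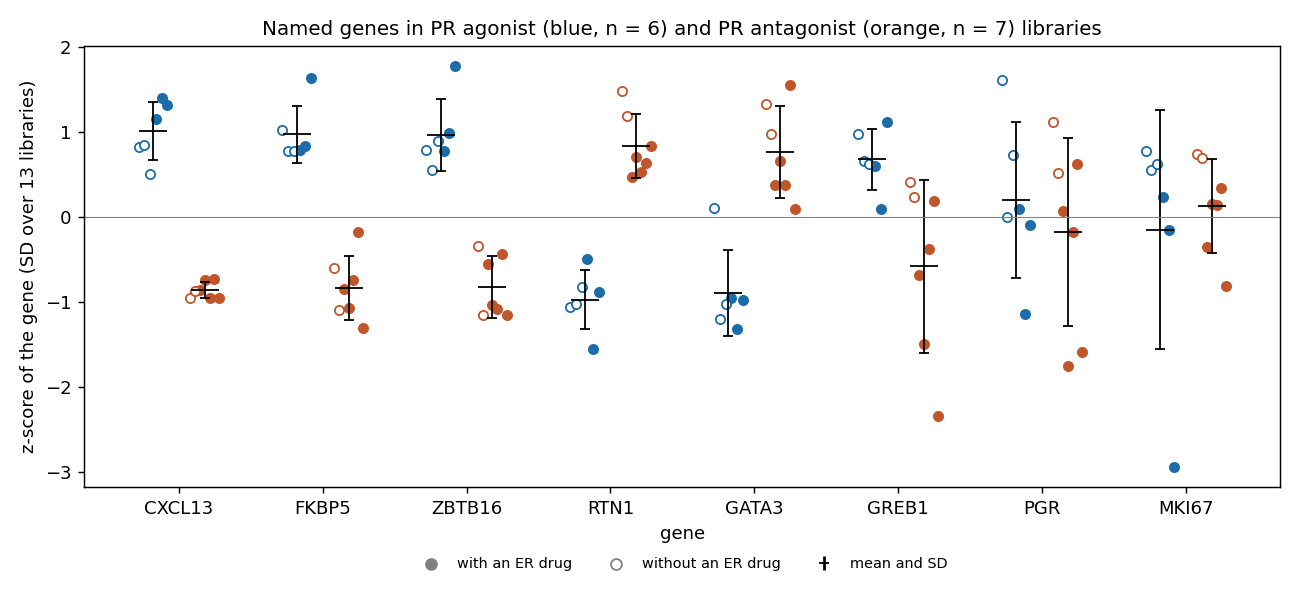
Score of 8 genes (y axis, SD units of each gene over 13 tumors) in PR agonist (blue, n = 6) and PR antagonist (orange, n = 7) tumors, filled with and open without an ER drug, with bars for mean ± SD. CXCL13, FKBP5, ZBTB16 and RTN1 separate the classes, GATA3 has a single agonist tumor (progesterone, 0.104) above 0, and the classes overlap in GREB1, PGR and MKI67.

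Genes of luminal identity were lower with agonists. The median difference of the 21 measured members was −0.971 (camera adjusted p = 0.0104, adjusted p = 0.807 with an estimated correlation), and 18 of them had lower values. GATA3 (chromosome 10: 8087341 to 8117161), the master transcription factor of luminal cells, differed by −1.78 (SE 0.304, adjusted p = 0.0259), the tight junction gene CLDN4 by −1.58 (SE 0.335, adjusted p = 0.0415) and TFAP2B by −1.40 (SE 0.231, adjusted p = 0.0221), and 0 members were higher past the threshold over all genes. Adjusted over the list alone, 1 was higher and 7 lower. Keratins of luminal cells did not pass, with −0.436 for KRT8 and −0.899 for KRT18. The list missed the threshold once the GC trend was removed (−0.471, camera adjusted p = 0.0573) or without MPA with tamoxifen (−0.826, camera adjusted p = 0.0712). Within the first and the second number series its median was −0.988 and −1.20. The list score of the classes had an exact permutation p of 0.0216, which was 0.151 after adjustment over the lists.

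Lipid synthesis lists were higher with agonists. The 16 genes of fatty acid synthesis had a median difference of 1.06 (camera adjusted p = 0.0104, adjusted p = 0.807 with an estimated correlation), with 1 member past the threshold, the elongase ELOVL5 (1.79, SE 0.283, adjusted p = 0.0194), and 2 adjusted over the list alone. FASN, the fatty acid synthase, had 1.10 (adjusted p = 0.205). The 23 genes of sterol synthesis had 0.698 (camera adjusted p = 0.0459, adjusted p = 0.807 with an estimated correlation), led by MSMO1, a sterol demethylase, at 1.66 (SE 0.330, adjusted p = 0.0374), while HMGCS1 of the same pathway had −1.12 (adjusted p = 0.0822). Adjusted over the list alone, 3 sterol genes were higher and 1 lower. The fatty acid list missed the threshold without R5020 (camera adjusted p = 0.0697), R5020 with tamoxifen (0.0568) or CDB4124 (0.541, 0.117). The sterol list missed it without progesterone (0.0503), R5020 (0.0996), R5020 with tamoxifen (0.0624), CDB4124 (0.081) or EC313 with tamoxifen (0.0584), or with the number series as a covariate (0.279, 0.0548), where the fatty acid median was 0.656, past the threshold. Within the first and the second series the medians were 0.483 and 0.378 for fatty acid synthesis, and 0.512 and −0.293 for sterol synthesis. The exact permutation p of the list scores was 0.0455 for fatty acid and 0.244 for sterol synthesis, and 0.191 and 0.641 after adjustment over the lists.

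Hypoxia genes were also higher with agonists, and genes of the motile cilium lower. The 24 hypoxia genes had a median difference of 0.552 (camera adjusted p = 0.0459, adjusted p = 0.977 with an estimated correlation), and the prolyl hydroxylase gene P4HA2 rose by 1.65 (SE 0.324, adjusted p = 0.0362), the 1 member past the threshold over all genes and over the list alone. With the number series as a covariate the hypoxia median was −0.0301 (camera adjusted p = 0.402), and it missed the threshold without R5020 (0.17), MPA with tamoxifen (0.249, 0.438), CDB4124 (0.171, 0.348), EC313 with fulvestrant (0.072) or CDB4124 with tamoxifen (0.055). It was 0.858 without R5020 with tamoxifen and 0.963 without EC313, and within the first and the second series 0.372 and −0.280. All 23 cilium genes had lower values, with a median of −0.666 (camera adjusted p = 0.0141, adjusted p = 0.977 with an estimated correlation) and 0 past the threshold. FOXJ1, the master regulator of motile cilia, had −0.666 (adjusted p = 0.373). The cilium list missed the threshold without R5020 (0.138), MPA with tamoxifen (−0.315, 0.25) or EC313 (−0.377, 0.215), and its median within the series was −1.46 and −0.576. With the GC trend removed it was −0.402. The exact permutation p of the list scores was 0.337 for hypoxia and 0.230 for the cilium (0.786 and 0.641 after adjustment over the lists).

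The estrogen targets did not move in a common direction between the classes. Their median difference was 0.0759 over 31 genes (camera adjusted p = 0.964), with 0.990 for GREB1 (SE 0.417, adjusted p = 0.187), −0.915 for TFF1 (adjusted p = 0.310) and 0.0759 for PGR (SE 0.508, adjusted p = 0.945). Within the number series the median was 0.488 in the first and −0.473 in the second. The version of fry free of direction passed for them (adjusted p = 0.0448), and also for progestin targets (3.93e-05), luminal identity (0.000367), sterol synthesis (0.00621), fatty acid synthesis (0.0159) and the study's 100 genes (0.00621). The receptor genes ESR1 (−0.104) and NR3C1 (0.741) did not pass, nor did the list of 4 receptors (camera adjusted p = 0.967). G2/M genes (−0.121, camera adjusted p = 0.905) and DNA replication genes (−0.224, 0.781) did not pass either, with −0.456 for MKI67, the proliferation marker, and the G2/M median was 0.805 in the first series and −0.505 in the second. With the GC trend removed G2/M genes passed (−0.407, camera adjusted p = 0.0447).

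Of the remaining lists, unfolded protein response (0.653, camera adjusted p = 0.0591), interferon response (0.483, 0.0903), basal keratins (−0.150, 0.436) and cornified envelope (0.126, 0.861) did not pass. Markers of skeletal muscle (0.0158, 0.905), erythrocytes (0.0808, 0.905), fibroblasts (−0.174, 0.861), macrophages and leukocytes (0.152, 0.781) and adipocytes (−0.673, 0.0903) did not either, with 0.141 for CKM, 0.143 for ACTA1, 0.509 for HBB and −0.319 for COL1A1. Some of these depend on the fit. Muscle genes passed at −0.770 (camera adjusted p = 0.00768) with the number series as a covariate and at −0.573 (0.0147) without CDB4124. Interferon genes passed without CDB4124 (1.04, camera adjusted p = 4.63e-06), progesterone (0.745, 0.00458), EC313 with tamoxifen (0.628, 0.0423) or CDB4124 with tamoxifen (0.515, 0.0486), and with the number series as a covariate (0.378, 0.0169). The unfolded protein response passed without progesterone (0.671, camera adjusted p = 0.0219), R5020 with tamoxifen (0.770, 0.0405), CDB4124 (0.695, 0.00557), EC313 with tamoxifen (0.796, 0.0384) or CDB4124 with tamoxifen (0.528, 0.0486), and with the GC trend removed (0.668, 0.0218). Adipocyte genes passed without R5020 with tamoxifen (−0.992, 0.0415) or CDB4124 (−1.44, 0.00929), and cornified envelope genes without both R5020 with tamoxifen and CDB4124 with tamoxifen (0.574, 0.0272). The 3 measured endothelial genes had a median of −1.19 (camera adjusted p = 0.054), and their mean score was lower in agonist tumors (−0.628 ± 1.06 against 0.539 ± 0.298, exact permutation p = 0.00175, 0.0184 after adjustment over the lists). They passed camera without MPA (0.0369), EC313 (0.0421), progesterone with tamoxifen (0.045), MPA with tamoxifen (0.0346), EC313 with fulvestrant (0.0445) or CDB4124 with tamoxifen (0.0486). The study's 100 genes, chosen on these tumors and therefore not independent evidence, had a median of 0.109 (camera adjusted p = 0.257), with 9 higher and 1 lower past the threshold and 14 and 2 when adjusted over the list alone, and without EC313 the list passed (0.588, 0.0411).

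The 436 calls came from limma with each gene's own variance (2774 genes with an unadjusted p under 0.05). Limma's moderated variance called 0 (3136 with an unadjusted p under 0.05), whereas exact permutation per gene called 554, among them 330 of the 436. The classes did not overlap at all in 151 genes higher and 175 lower with agonists, 2.86% of genes against 0.117% by chance. Agonist-higher called genes had a median GC content of 45.0%, agonist-lower ones 60.2% and all genes 50.1%, and 95 genes were called once the GC trend was removed. The split was 271 higher and 247 lower with library medians subtracted, and 340 and 304 after quantile normalization. With the number series as a covariate 2 genes were called, without the CDB4124 libraries 1 (CXCL13), and without bazedoxifene, raloxifene and fulvestrant 2. All 436 genes kept their direction in each of these fits. They had been picked for their differences in these same libraries, so the kept direction is not independent evidence. Leaving out single libraries gave 96 calls without progesterone, 114 without MPA, 247, 221 and 224 without progesterone, MPA and R5020 with tamoxifen, 90 without EC313, 17 without CDB4124, 147, 101 and 127 without EC313 with bazedoxifene, raloxifene and fulvestrant, and 285 without CDB4124 with tamoxifen. Without both R5020 with tamoxifen and CDB4124 with tamoxifen, the libraries with the widest and the lowest scores, 138 genes were called.

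**Figure D2:**
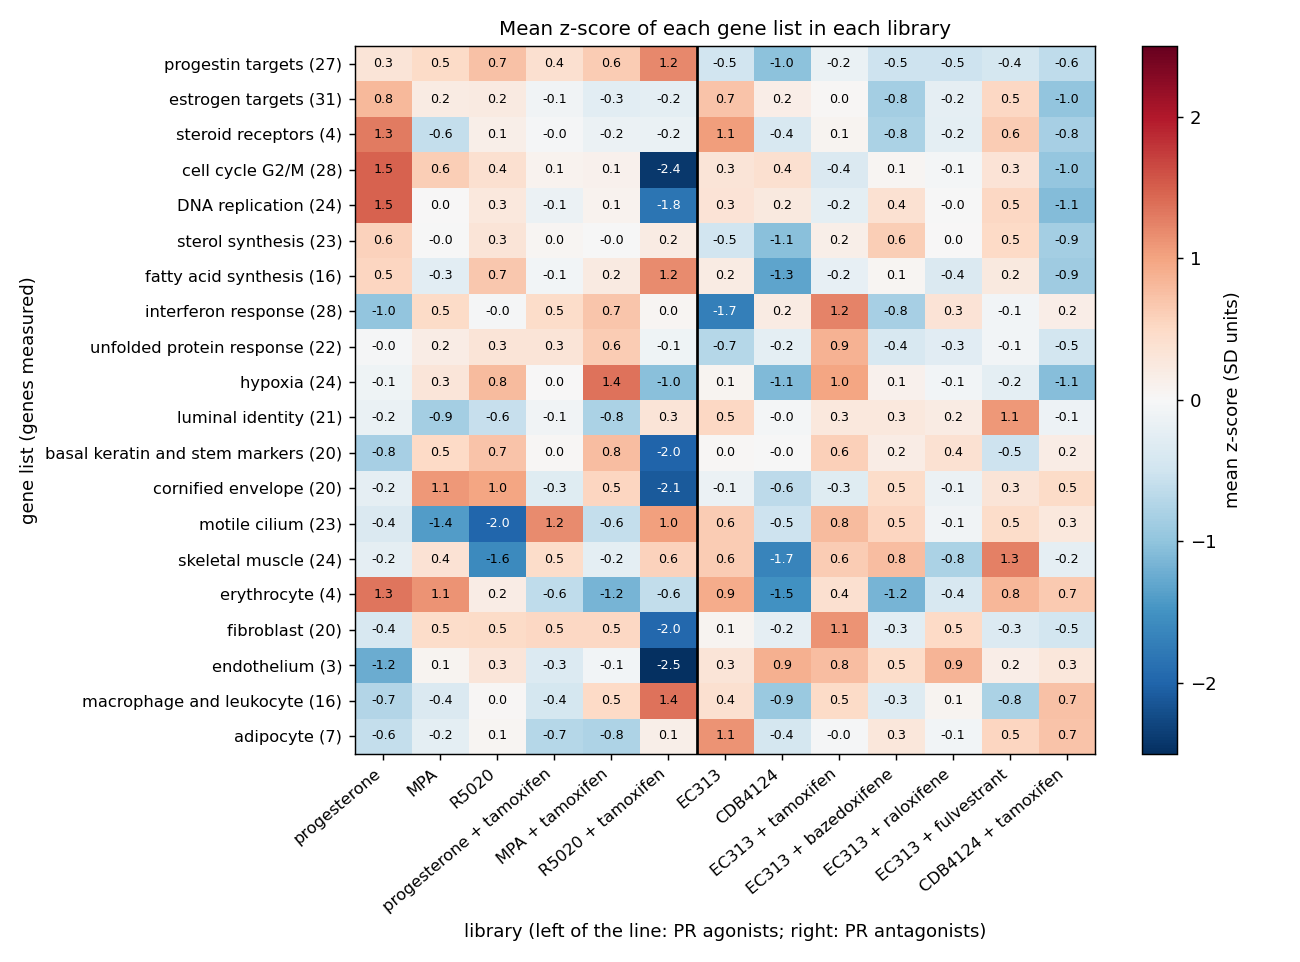
Mean score of 20 gene lists (y axis) in each of 13 tumors (x axis), as color in SD units, with a line between PR agonist and PR antagonist tumors. The progestin targets run from 0.331 to 1.20 in agonist and from −1.02 to −0.165 in antagonist tumors, and R5020 with tamoxifen has the lowest G2/M score (−2.40).

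Tamoxifen combined with PR agonists asks what ER blockade adds to PR activation. Cell cycle G2/M genes were lower with tamoxifen, with a median difference of −1.61 over 28 genes (camera adjusted p = 6.18e-16, adjusted p = 0.470 with an estimated correlation), and DNA replication genes by −1.33 over 24 (5.87e-09, adjusted p = 0.470 with an estimated correlation). Among them TOP2A, a topoisomerase of dividing cells, had −1.66 (SE 0.724), MKI67 −1.60 (SE 0.716) and the replicative helicase subunit MCM2 −1.66 (SE 0.736). Estrogen targets had −0.774 (camera adjusted p = 0.00182, adjusted p = 0.739 with an estimated correlation), with −1.16 for PGR (SE 0.710), −1.28 for TFF1 (SE 0.716) and −0.144 for GREB1 (SE 0.582), all classical targets of ER. All 23 genes of the motile cilium had higher values with tamoxifen (1.78, camera adjusted p = 3.53e-17, adjusted p = 0.470 with an estimated correlation), FOXJ1 by 1.90 (SE 0.595) and the dynein gene DNAI1 by 1.77 (SE 0.667), and 17 passed when adjusted over the list alone.

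Genes of the cornified envelope were lower (−1.27, camera adjusted p = 4.64e-08, adjusted p = 0.470 with an estimated correlation), with −1.83 for SPRR1A (SE 0.623). Basal keratins and stem markers had −0.646 (0.0266, adjusted p = 0.753 with an estimated correlation). Interferon response genes had 0.571 (0.00555, adjusted p = 0.753 with an estimated correlation), with 1.73 for IFI27 (SE 0.704). Markers of other cells moved as well: 4 erythrocyte genes had −1.74 (0.000704, adjusted p = 0.470 with an estimated correlation), fibroblast genes −0.599 (0.0419, adjusted p = 0.753), skeletal muscle genes 0.842 (0.000746, adjusted p = 0.753) and macrophage and leukocyte genes 0.853 (0.00158, adjusted p = 0.739), the last 3 p-values again with an estimated correlation. The remaining lists, progestin targets among them (0.135, camera adjusted p = 0.318), did not pass. Without MPA with tamoxifen hypoxia genes went from −0.411 to −1.132 (0.0068) and luminal genes from 0.456 to 0.838 (0.0274), both past the threshold. The study's 100 genes passed there (0.448, 0.0278) and without MPA (0.323, 0.0149).

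No single gene passed in this comparison, where limma called 0 (984 genes, 8.64%, with an unadjusted p under 0.05) and its moderated variance 0 (1056). Among the other splits of the agonist libraries into 3 and 3, which mix tumors with and without tamoxifen, 1 gave 1928 such genes. The rest gave 165 to 857, so the 984 are no sign of tamoxifen by themselves. The G2/M score differed by −1.37 between the progesterone tumors, −0.511 between the MPA tumors and −2.80 between the R5020 tumors. Progesterone and R5020 change number series along with tamoxifen, and only the MPA tumors lie in a single series. Without R5020 with tamoxifen the medians of G2/M (−0.782), DNA replication (−0.576), cornified envelope (−0.386) and estrogen targets (−0.464) were smaller and still past the threshold, that of interferon genes was 0.871, and those of basal keratins (0.328) and fibroblast genes (0.409) turned positive and macrophage genes missed the threshold (0.412, camera adjusted p = 0.205). Without R5020 basal keratins, muscle genes (0.186, camera adjusted p = 0.435) and fibroblast genes did, without MPA basal keratins and fibroblast genes (0.248 each), and interferon genes without progesterone (0.632) or MPA with tamoxifen (0.0908). With the number series as a covariate the interferon median was −0.132 and the muscle median 0.185, neither past the threshold, and without progesterone with tamoxifen 1 gene was called. DNA replication had −0.868 and basal keratins −1.165 without progesterone, and interferon genes 0.957 and muscle genes 1.295 without MPA. Fibroblast genes had −1.121 and macrophage genes 1.436 without progesterone with tamoxifen, and basal keratins −1.458 and fibroblast genes −1.065 without MPA with tamoxifen.

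ER drugs added to PR antagonists ask the same question for treatments directed at both receptors. Estrogen targets were lower on average with an ER drug, with a median difference of −0.816 over 31 genes (camera adjusted p = 1.5e-07, fry adjusted p = 0.828, adjusted p = 0.690 with an estimated correlation). PGR had −1.38, GREB1, an ER cofactor, −1.26, and ESR1, which encodes ER itself, −1.36. The list score was 0.706 with EC313 alone and 0.168 with CDB4124 alone. With EC313 it was 0.520 with fulvestrant, 0.0330 with tamoxifen, −0.226 with raloxifene and −0.843 with bazedoxifene. CDB4124 with tamoxifen, the library with the lowest mean score over all genes (−0.527), had −0.995. Each of these scores is from 1 tumor, so differences between ER drugs cannot be told apart from differences between tumors. G2/M genes had −0.565 (6.25e-05) and DNA replication genes −0.341 (0.0101), both with an adjusted p of 0.884 with an estimated correlation. Sterol synthesis genes were higher at 0.966 (3.81e-05, adjusted p = 0.690 with an estimated correlation), with 1.38 for MSMO1 and 1.37 for HMGCS1, the synthase of the mevalonate pathway. The sterol score was −1.05 with CDB4124 alone and −0.856 with tamoxifen. With EC313 it was −0.477 alone and 0.00538 to 0.612 with an ER drug. CDB4124 was 1 of the 2 libraries without an ER drug and 1 of the 5 with one. The class model holds no ligand, so the mix of ligands enters every difference of this comparison.

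Interferon response genes had 1.11 (8.72e-07), skeletal muscle genes 0.907 (3.81e-05) and cornified envelope genes 0.536 (0.0289), each with an adjusted p of 0.884 with an estimated correlation. No gene passed the test here, with 0 called by limma (514 genes, 4.51%, with an unadjusted p under 0.05) and 0 by its moderated variance (404). The antagonist group without an ER drug had 2 libraries, so leaving out either left a single library of the other ligand there. Without CDB4124 the muscle median was −0.336, that of DNA replication −0.389 and that of cornified envelope genes 0.295. Without EC313 the interferon median was 0.00632. DNA replication genes missed the threshold without CDB4124 with tamoxifen (camera adjusted p = 0.0873) or EC313 with tamoxifen (0.0645). Cornified envelope genes missed it without CDB4124 with tamoxifen (0.401) or EC313 with bazedoxifene (0.0531). With the number series as a covariate the muscle median was 0.150 (0.291). Sterol genes (0.572) and interferon genes (2.27) moved without CDB4124, and muscle genes (2.109) without EC313. Past the threshold but moved were DNA replication genes (−0.521) without EC313 with fulvestrant, and G2/M genes (−0.371) without CDB4124 with tamoxifen. With the number series as a covariate DNA replication genes had −0.573 and sterol genes 0.507, also past it.

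Other lists passed for ER drugs with antagonists only in some fits. Hypoxia genes passed without EC313 with fulvestrant (0.664, camera adjusted p = 0.0317) or CDB4124 with tamoxifen (0.854, 0.0227) and with the GC trend removed (0.546, 0.0249). The unfolded protein response passed without EC313 with bazedoxifene (0.411, 0.049). Without EC313 the only library left without an ER drug was CDB4124, so ligand and ER drug are mixed in that fit. Its hypoxia score was −1.11, against 0.0709 with EC313 alone. Hypoxia genes then went from 0.579 to 1.244 and fatty acid genes from 0.265 to 1.031. Cilium (0.873), erythrocyte (1.424) and macrophage genes (0.788) and the study's 100 genes (0.833) were higher as well. Without CDB4124 the only such library was EC313, and steroid receptors had −1.612 and the unfolded protein response 0.964. The study's 100 genes passed without EC313 with raloxifene (0.464, 0.0106) and with the GC trend removed (0.543, 0.0116).

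The PR agonists, all steroids at the same dose and time, were set against each other in the ligand model. Without tamoxifen, progesterone and R5020 are of the first number series and MPA of the second, so the series enters the comparisons with MPA. Progestin targets scored highest with R5020, 0.732 alone and 1.20 with tamoxifen, against 0.331 and 0.402 with progesterone and 0.472 and 0.643 with MPA. R5020 exceeded progesterone by 0.598 (95% interval 0.280 to 0.916) and MPA by 0.407, and the interval of MPA minus R5020 was −0.725 to −0.0890. MPA and progesterone differed by 0.191, with an interval of −0.127 to 0.509. The G2/M score of R5020 minus progesterone was −1.78 (interval −3.56 to −0.00841), but −0.874 (−2.179 to 0.431) without R5020 with tamoxifen and −2.695 (−4.00 to −1.39) without R5020. Leaving out a library made this interval include 0 in 9 of 13 fits. PGR was lower with MPA than with progesterone by a difference of −1.42 (interval −2.41 to −0.437, limma adjusted p = 0.987). Estrogen targets differed by −0.396 between MPA and progesterone (interval −0.982 to 0.190), by −0.383 between R5020 and progesterone (−0.969 to 0.203) and by −0.0127 between MPA and R5020 (−0.599 to 0.573).

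Limma called 0 genes for MPA against progesterone (416 with an unadjusted p under 0.05, moderated variance 0 and 457), R5020 against progesterone (519, moderated 0 and 473) and MPA against R5020 (637, moderated 0 and 796). Without R5020 with tamoxifen each of the R5020 comparisons called 1 gene. The intervals are unadjusted, and 7 of the 147 over 21 lists and 7 compound comparisons exclude 0, where 7.4 would by chance. With a library left out, that of R5020 minus progesterone in progestin targets excluded 0 in all 13 fits, that of MPA minus R5020 included it in 5, and that of PGR in MPA minus progesterone in 4.

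EC313 and CDB4124 were set against each other in the same model. Progestin targets scored −0.483 and −0.165 with EC313 alone and with tamoxifen, against −1.02 and −0.627 with CDB4124, a model difference of 0.501 (interval 0.183 to 0.819). The mean score over all genes was also higher with EC313, 0.0561 alone and 0.300 with tamoxifen, against −0.207 and −0.527 with CDB4124. The progestin target difference therefore cannot be told apart from this library-wide shift. With that shift left in, estrogen targets were higher with EC313 by 0.783 (interval 0.197 to 1.37), fatty acid synthesis genes by 1.09 (interval 0.0197 to 2.16), and PGR by 1.13 (interval 0.146 to 2.12, limma adjusted p = 0.405). With a library left out, the intervals of progestin and estrogen targets included 0 in 3 of 13 fits each, that of fatty acid genes in 8 and that of PGR in 7. Without CDB4124 with tamoxifen the estrogen targets had 0.513 (interval −0.069 to 1.095) and PGR 0.645 (−0.184 to 1.474). Limma called 0 genes (1293, 11.4%, with an unadjusted p under 0.05), its moderated variance 0 (1625), and without CDB4124 1. EC313 was injected and CDB4124 released from pellets, and all CDB4124 libraries are of the third number series, so ligand, route and series cannot be separated.

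Among ER drugs combined with EC313, bazedoxifene went with lower estrogen targets than tamoxifen (−0.847, interval −1.59 to −0.105), and PGR had −1.69 (interval −2.93 to −0.439, limma adjusted p = 0.869). With a library left out these intervals included 0 in 8 and 1 of 12 fits. The estrogen targets differed by −0.230 with raloxifene (interval −0.971 to 0.512) and by 0.516 with fulvestrant (interval −0.225 to 1.26). Limma called 1 gene, LIG3 (chromosome 17: 33307531 to 33336762), a DNA ligase, which was higher with fulvestrant by 2.80 (SE 0.0719, adjusted p = 0.0296) and had a score of 2.49 in that tumor. Bazedoxifene and raloxifene gave 0 calls (626 and 425 genes with an unadjusted p under 0.05, moderated variance 0 with 605 and 296), and fulvestrant 538 such genes (moderated 0 and 386). Each of these drugs has 1 library, and those of bazedoxifene and raloxifene are of the first number series while tamoxifen and fulvestrant are of the second, so drug and series cannot be separated for the former 2. The LIG3 call was lost in the fits without progesterone, MPA, R5020, EC313, CDB4124 or any of the 5 libraries with tamoxifen (0 calls in each).

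Whether tumors group by PR ligand or by ER drug was asked of the correlation between libraries. Tumors of the same PR class had a mean Pearson r of 0.0559 over the 11385 genes and tumors of different classes −0.197, a difference of 0.253 (exact one-sided permutation p = 0.00175, 1716 splits). Each gene was centered over these same 13 libraries, which pulls r between libraries below 0 on average. A negative r is therefore not by itself a sign of opposite expression, and the difference between groupings is what counts. Grouping by the presence of an ER drug gave 0.0284 (exact p = 0.250) and grouping by number series 0.0725 (exact p = 0.0961). These 3 groupings make up the family, and the genes within a library are not independent replicates. Libraries of the same ligand always share a class, so likeness by ligand counts here as likeness by class. Tumors of a ligand without and with tamoxifen had r from −0.378 (R5020) to 0.436 (MPA). No permutation with the ligand as the unit was run. The MPA tumors without and with tamoxifen were the most alike (r = 0.436), and 12 of 13 tumors lay nearest to a tumor of their own class. EC313 with tamoxifen was the exception, nearest to MPA with tamoxifen (r = 0.283), with a mean r of −0.135 to its own class and 0.011 to the other. Leaving out any library kept the class difference between 0.224 and 0.326, whereas the ER drug difference ranged from 0.0108 (without EC313 with tamoxifen) to 0.0651 (without MPA with tamoxifen).

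**Figure D3:**
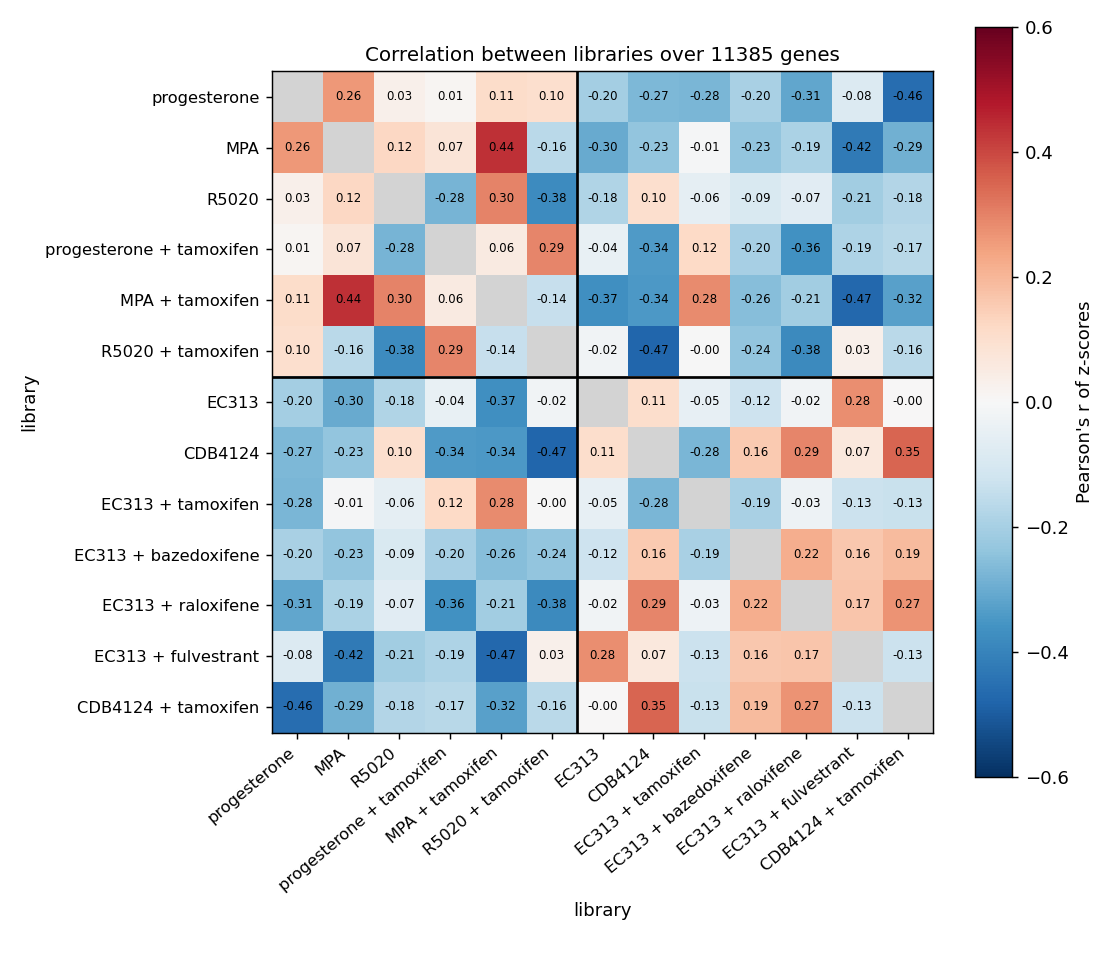
Pearson r between each pair of 13 tumors over 11385 genes, as color, with the diagonal grey and tumors ordered by PR class on both axes. Pairs within a class average 0.0559 and pairs across classes −0.197, and EC313 with tamoxifen is closer to agonist tumors (0.011) than to its own class (−0.135). Centering each gene over the 13 tumors pulls r below 0 on average.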

Values the study reported

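The study took the top 100 PR agonist- and antagonist-regulated genes from these xenografts for its patient survival signatures. Drugs were injected at 10 mg/kg/day in the study's xenograft experiments with agonists, EC313 and ER drugs.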

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

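The GC content and chance tests of the class genes, the number series test of the progestin targets and the splits of the agonist libraries were planned before their results were seen, and the tests of the library-wide shift, of splits within the number series, of the cell cycle genes, of the skeletal muscle genes and of the difference between ER drug effects were chosen only after. For the R5020 with tamoxifen library and the number series in the cell cycle genes, and for the PR class of the muscle genes, the rule that reads the test was also changed after its value was seen. All of these now count as open, where the series had counted as supported and the others as excluded.

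The genes that separate PR agonist from PR antagonist tumors differ in GC content, and their number depends on it. A random grouping of single libraries is argued against as the source of the 436 calls. Of 100 splits of the 13 libraries into 6 and 7, 1, the real one, called as many (highest other 0). Of 100 splits that keep the classes' numbers in each series, 1 did so as well (highest other 5). These splits treat libraries as exchangeable, although those of a ligand always share a class and each treatment had 1 mouse. Chance differences between ligands or mice are therefore not excluded. The splits within series also leave the CDB4124 libraries with the antagonists throughout. With the series as a covariate 2 genes were called, so the count depends on it. A shift of whole libraries is argued against because 77.1% of the calls stayed past the threshold with library medians subtracted. A GC trend between the libraries may account for part of the pattern, since 20.4% of the 412 called genes with a GC value (84) passed once the trend was removed, the median difference of the higher genes going from 1.67 (SE 0.336) to 1.36 (SE 0.313) and that of the lower genes from −1.65 (SE 0.311) to −1.11 (SE 0.294). Of these 412 genes 180 (43.7%) stayed at or below the largest unadjusted p of a call (0.00191), so smaller differences and a stricter adjustment both ended calls. The trend itself followed the PR class (mean Spearman correlation across genes −0.222 ± 0.245 with agonists and 0.218 ± 0.136 with antagonists, exact permutation p = 0.00408, with R5020 at 0.223 as the exception), so a trend of the libraries and a response of GC-poor and GC-rich genes to the ligands both stay open. For the progestin targets the number series is argued against as the cause, since the lower of the median differences within a series was 1.14.

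Cell cycle genes were lower in agonist tumors with tamoxifen, most in R5020 with tamoxifen, whose G2/M score of −2.40 stood apart from the other agonist tumors (0.0928 to 1.47) and whose MKI67 score was −2.94. That library as the source cannot be told apart from an effect of tamoxifen, because without both R5020 tumors the difference was 60.4% of that over the 3 pairs (−0.943 of −1.56), and without R5020 with tamoxifen only it was 46.5% (−0.726). The number series stays open because its tests point in different directions. The MPA tumors, which share a series, differed by 24.5% of the mean of the progesterone and R5020 pairs, which change series with tamoxifen. With the series in the model, however, the score difference went from −1.56 (SE 0.657) to −1.54 (SE 0.844), close in size but less precise. The list median there was −1.57 (camera adjusted p = 1.58e-14). That p rests on camera's preset inter-gene correlation. In the fit without the series, the estimated correlation of the G2/M genes was 0.813, and the camera adjusted p with it was 0.470. The p of 1.58e-14 is therefore not read as evidence against the series. A weaker response to tamoxifen with MPA is the biological alternative and stays open with 1 tumor per treatment. For single genes, the 6 agonist libraries have 10 splits into 3 and 3, too few for a share under 0.05, and 10 of 10 called at least as many as the real count of 0, the highest other being 1.

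Skeletal muscle genes stood apart in R5020, with scores of −1.69 for MYH1, −1.65 for ACTA1 and −1.97 for CKM where the lowest of the other agonist tumors had −0.130, −0.181 and −0.00850, and the list score was also low in CDB4124 (−1.65 against −1.58 in R5020). The PR class of the ligand stays open: the list scores of the classes differed by 7.06% of their range (exact permutation p = 0.681), but the 2 low tumors are of opposite classes and offset each other there, and agonists had medians of −1.15 and −0.632 within the first and the second number series. Differing amounts of muscle tissue taken with the tumor are a candidate source, since the 24 genes moved together over the 13 libraries with a mean pairwise r of 0.801, above the highest of 10000 random lists (0.275), CKM and ACTA1 among them. G2/M genes (0.822) and motile cilium genes (0.888) moved together at least as much, so this value does not separate carried tissue from regulation. The labels do not state how much neighboring tissue came with a tumor, and mouse muscle could carry reads that align to human genes, so the origin stays a hypothesis. The study had chosen 17 of the 24 muscle genes among its 100 on these tumors. The other 7 had a median class difference of −0.406, with 1 of them higher in agonist tumors.

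Other values stood apart from the rest of their class by the gap to the nearest tumor, in 24 of 186 sets tested, where 9.3 would by chance at 1 in 20. R5020 with tamoxifen gave 9 of them, the G2/M and MKI67 scores above and the fibroblast list (−1.96), COL1A1 (−2.91), COL1A2 (−2.91), KRT14 (−2.88), FASN (2.58), FKBP5 (1.64) and ZBTB16 (1.78). R5020 alone was lowest of the agonists in CDC42EP3 (0.426). Progesterone was lowest in IFI6 (−1.89) and highest in GATA3 (0.104). EC313 with tamoxifen was highest of the antagonists in the unfolded protein response list (0.860), DDIT3 (1.90), FAM105A (−0.385) and P4HA2 (0.278), and lowest in MMP17 (−0.128) and TOP2A (−1.11). CDB4124 was lowest in KLF4 (−1.96) and DNAI1 (−0.926), and CDB4124 with tamoxifen in MCM3 (−1.33).

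The effect of adding an ER drug differed between agonist and antagonist tumors in 10 lists by camera, and in 0 of the 21 with an estimated correlation (lowest adjusted p = 0.615). By camera it was 4 lists without R5020 with tamoxifen, and 6 without MPA or without EC313 with tamoxifen. Agonist tumors had only tamoxifen added, to the same 3 ligands, whereas antagonist tumors had tamoxifen, bazedoxifene, raloxifene or fulvestrant. CDB4124 was 1 of the 2 antagonist libraries without an ER drug and 1 of the 5 with one. PR class, ER drug and the share of CDB4124 therefore cannot be separated in this difference. The effect with agonists minus that with antagonists was −1.73 for cornified envelope (camera adjusted p = 1.87e-10), 1.47 for motile cilium (2.78e-10), −0.981 for G2/M (0.000183), −1.01 for DNA replication (0.00439) and −1.09 for sterol synthesis (0.000216). It was −1.98 for erythrocyte genes (0.000729), −0.834 for hypoxia (0.0361), and −0.906, −0.739 and 0.723 for basal keratins, fibroblast and macrophage genes (0.0420 each). Limma called 0 genes for this difference (383 with an unadjusted p under 0.05, moderated variance 0 and 348).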

How the results depend on the processing

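The moderated variance, library medians, quantile normalization, GC trend, number series, permutation per gene, splits within the number series, library correlation on the study's 100 genes, compound list scores with a library left out and the fits without R5020 with tamoxifen and CDB4124 with tamoxifen were tests chosen only after the data had been seen. Of the counts and correlations recomputed 244 kept their side of the threshold or stayed within 1.5 times and 47 moved. Most comparisons of single genes had 0 calls in the main fit, and a count that stayed at 0 is among the 244. That total therefore says little about the 436 calls between the classes, whose number ran from 0 to 695 over the settings. Of the values of named genes 4415 kept their side of the threshold, 181 lost the call, 6 gained it and 0 reversed. Of the list values 1057 kept their side, 88 lost the call, 43 gained it and 9 reversed. Direction was compared only where the main or the alternative value passed. Values that passed in neither fit, whatever their sign, therefore count as kept. All lost gene calls were calls between the classes, since the other class comparisons had 0 to lose. For PR agonists against PR antagonists the calls were 1 without the CDB4124 libraries and 2 without bazedoxifene, raloxifene and fulvestrant, 695 in the additive fit, 0 with the moderated variance, 2 with the number series, 95 with the GC trend removed and 138 without R5020 with tamoxifen and CDB4124 with tamoxifen. The LIG3 call was lost (0) with the moderated variance and with medians subtracted. Camera with an estimated correlation called 0 lists in each of the 4 class comparisons, and fry 1, 0, 0 and 0. With the number series, medians were −0.0301 for hypoxia and −0.770 for muscle between the classes (the latter past the threshold, camera adjusted p = 0.00768) and −0.132 for interferon genes with tamoxifen. Without R5020 with tamoxifen, alone or together with CDB4124 with tamoxifen, basal keratins had 0.328 and fibroblast genes 0.409, and without CDB4124 the muscle medians were −0.573 between the classes (past the threshold, 0.0147) and −0.336 with an ER drug. Over all libraries left out in turn these ranged from −1.46 to 0.328 for basal keratins, −1.12 to 0.409 for fibroblast genes, −0.573 to 0.655 for muscle genes between the classes and −0.336 to 2.109 with an ER drug. The cause was not tested unless given.

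Leaving out a library gave 17 to 632 genes between the classes (17 without CDB4124), 0 to 1 for tamoxifen with agonists and 0 for ER drugs with antagonists and for the difference between these effects. Lists called ranged from 2 to 8, 8 to 13, 6 to 12 and 4 to 11 in these comparisons. Among compounds the range was 0 for MPA against progesterone, bazedoxifene and raloxifene, and 0 to 1 for R5020 against progesterone, MPA against R5020, EC313 against CDB4124 and fulvestrant. The class correlation ranged from 0.224 to 0.326 and the ER drug correlation from 0.0108 to 0.0651. No paired analysis was possible by the replicate numbers of the labels because only vehicle and tamoxifen without a PR ligand share them, and these were not used here. Pairing the 6 agonist libraries by ligand instead, as a block, limma called 0 genes for tamoxifen (485 with an unadjusted p under 0.05). Not run were all comparisons with these libraries, library correlation by EC313, count-based normalization, filters and tests, subsets of most variable genes, and fits without a drug's only library. Depth is unknown and sets no limit that could be given.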

Other observations

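The test of the list members the study had not chosen was added only after the list results were seen.

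Motile cilium genes moved together over the tumors, with a mean pairwise r of 0.888. Their mean score was −1.40 with MPA and −1.97 with R5020, against −0.359 with progesterone, and with tamoxifen added it was −0.597, 1.03 and 1.19 for MPA, R5020 and progesterone. Antagonist tumors lay between −0.509 with CDB4124 and 0.800 with EC313 and tamoxifen. The study had chosen 10 of the 23 on these tumors, and the other 13 had a median class difference of −0.688, with 0 of them higher in agonist tumors.

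The estrogen target score was highest with progesterone (0.810) and EC313 alone (0.706) and lowest with CDB4124 and tamoxifen (−0.995) and EC313 and bazedoxifene (−0.843). PGR, a target of ER, had scores of 1.61 with progesterone, 1.11 with EC313, −1.76 with EC313 and bazedoxifene and −1.59 with CDB4124 and tamoxifen. In CDB4124 with tamoxifen ESR1 (−2.14) and GREB1 (−2.34) were low as well.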
